A study of Rattus norvegicus with 12 samples. Its data were reported in "Pancreatic Islet Cell Crosstalk: Insight Into α‐/β‐Cell Compensatory Mechanisms" (2026).

How the data were processed

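RNA of INS-1 cells was extracted with silica columns, and poly(A) libraries were made and amplified by PCR, per the labels. The authors aligned reads with STAR 2.5.2b and counted them per gene with HTSeq 0.6.1p1, and the submitters' processing notes name the rat build Rnor 6.0. The single deposited table holds raw read counts per Ensembl gene for 12 libraries, with no normalization. It also holds the log2 fold changes of the authors' edgeR comparisons of each treatment with Ct3, and the p-values and Benjamini-Hochberg adjusted p-values deposited beside them. Which edgeR test and which design gave those values is not given in the sources used here. The coordinates in the table carry no build name (the highest gene end on chromosome 1 is 260265254), so they are printed as deposited.

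The table had 13032 entries for 12236 Ensembl genes, since 346 genes were listed more than once with identical counts, and each gene was used once. Symbols were those of the table, and 228 genes without one were named through their Entrez identifiers from a RefSeq gene table of assembly GRCr8, used for names only. Gene models with more than 1 symbol (93) kept all of them, as their reads cannot be divided. The third-highest library value of every gene was at least 1.01 CPM, so genes that did not reach about that level in 3 libraries appear to have been removed before deposit. No mitochondrially encoded gene is in the table, and that check of RNA quality was not possible. Whether counting used strand is not given in the sources used here, so overlapping and antisense genes may share counts. Library totals ran from 13263650 to 15435867, a ratio of 1.16. No replicate pair agreed within sampling noise (chi-square per gene 1.88 to 23.7), and all libraries were used.

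Groups were taken from the sample labels. Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM scaling, filterByExpr (which removed no gene), a fit of all 12 libraries with 1 mean per group and no covariate, and the quasi-likelihood F-test, with Benjamini-Hochberg FDR under 0.05 as the threshold. The comparisons were Ct25, G3 and M3 with Ct3, and M3 with G3. The study also used edgeR and adjusted for multiple testing. The design, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. CPM were computed from TMM-scaled totals, and 95% confidence intervals from the fold change and its standard error. The median width of such an interval to either side was 0.21 log2 units, and the common biological coefficient of variation was 0.0795.

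Genes were named by a rule. For each comparison with Ct3 it took the 8 highest and 8 lowest log2 fold changes among called genes with a gene symbol, a mean of at least 50 counts and no overlap between the groups, and for M3 against G3 the 5 highest and 5 lowest. It also took Gcg, Gcgr, Glp1r, Adcy3 and Alkbh5 in every comparison, and up to 4 members of each list, which are the 2 with the smallest p among those called in each direction, or the 1 with the smallest p where none was called. Not every gene so named is printed.

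Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, adjusted over 78 tests (26 lists and 3 comparisons), and separately over 26 lists for M3 against G3. Camera compares a list with all other genes. Alternatives were an estimated correlation and the rotation test fry, which asks whether the members move on balance in 1 direction or, in its mixed form, in either. The 26 lists were study genes, glucagon and incretin axis, cAMP signalling, calcium and potassium channels, β-cell identity, disallowed or dedifferentiation genes, α-cell markers, other cell types, secretory granule and exocytosis, ChREBP targets and lipogenesis, glycolysis, TCA cycle and respiratory chain, cholesterol synthesis, ER chaperones and unfolded protein response, ATF4 and integrated stress response, NRF2 targets, antioxidant enzymes and hydrogen peroxide sources, p53 targets and DNA damage, m6A machinery, cell cycle, immediate early genes, hypoxia targets, NF-kB and interferon response, heat shock, autophagy and lysosome, and reference genes. A list of delta-, PP- and epsilon-cell markers had 1 member in the table and that of mitochondrially encoded genes 0, and neither was tested. Some genes stand in more than 1 list.

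Alternatives chosen at the outset were median-of-ratios (RLE) size factors, library totals alone, no count filter, a mean of at least 50 counts, DESeq2 1.42.0, limma-voom, only the 6 libraries compared, the replicate number as a block, each replicate left out in turn, an FDR under 0.01 and an added absolute log2 fold change of at least 1. Those added after seeing the data were edgeR's likelihood ratio test, limma-voom with sample weights, a long-transcript index as a covariate, and both long-transcript-poor libraries left out. The index is, per library, the mean deviation of the tenth of genes with the longest genomic span minus that of the tenth with the shortest, and 93.8% of genes had a span. Chance correlation from the shared Ct3 libraries was simulated 100 times. The procedure was tested on simulated counts for the 12236 genes with 200 changed. With 200 genes changed together the adjustment is less strict than with few, so recovery of isolated changes may be lower. Counts were drawn for each gene independently, so no simulated library had a deviation shared across genes. Of 50 genes per size, changes of 1.25-, 1.5-, 2- and 4-fold were recovered for 22.0%, 70.0%, 80.0% and 98.0% in Ct25 against Ct3, 16.0%, 64.0%, 92.0% and 98.0% in G3 against Ct3, 30.0%, 70.0%, 96.0% and 98.0% in M3 against Ct3, and 24.0%, 62.0%, 88.0% and 98.0% in M3 against G3. False calls were 9, 7, 9 and 8 genes. Of 20 lists shifted by 1.25-fold, 20 were called in each comparison, and of 80 unshifted lists 0, 1, 1 and 1. The simulated lists were random genes drawn independently of each other. The false calls therefore do not cover lists of correlated genes, such as the ATF4 list with an estimated correlation of 0.66. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and plots with matplotlib 3.10.9.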

Results

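Gene expression was measured by poly(A) RNA sequencing in INS-1 cells, a rat insulinoma line used as a model of the insulin-secreting pancreatic β-cell. Cells grown in 11 mM glucose were kept for 24 h in 1 of 4 conditions, with 3 libraries each. The conditions were 3 mM glucose (Ct3), 25 mM glucose (Ct25), 3 mM glucose with 0.1 mU/ml glucose oxidase (G3), an enzyme that produces hydrogen peroxide from glucose, and 3 mM glucose with 1 µM menadione (M3), a quinone that generates reactive oxygen species by redox cycling. The 12 libraries held 13263650 to 15435867 counts over 12236 genes. Mean totals were 13864466 in Ct3, 13906350 in Ct25, 15173571 in G3 and 14187966 in M3. Levels below are CPM (counts relative to the TMM-scaled library total), mean ± SD, n = 3 libraries, and adjusted p-values for genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12236 genes. The labels do not say that the replicates were separate cultures, so these p-values measure only the spread between the libraries, which may be technical.

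The libraries separated by glucose concentration along the first principal component, which held 81.3% of the variance, while Ct3, G3 and M3 lay together. The second component (7.47%) set M3 replicate 1, and to a lesser extent Ct3 replicate 2, apart from the other libraries. In both, genes with a long genomic span had lower values than in the other libraries of the group (Spearman rho across genes −0.49 and −0.43, with genes not being independent replicates). The libraries of Ct3 and Ct25 carry the numbers 1 to 6 and those of G3 and M3 the numbers 19 to 24, so a difference in preparation between these ranges cannot be told apart from the pro-oxidant treatments.

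**Figure D1:**
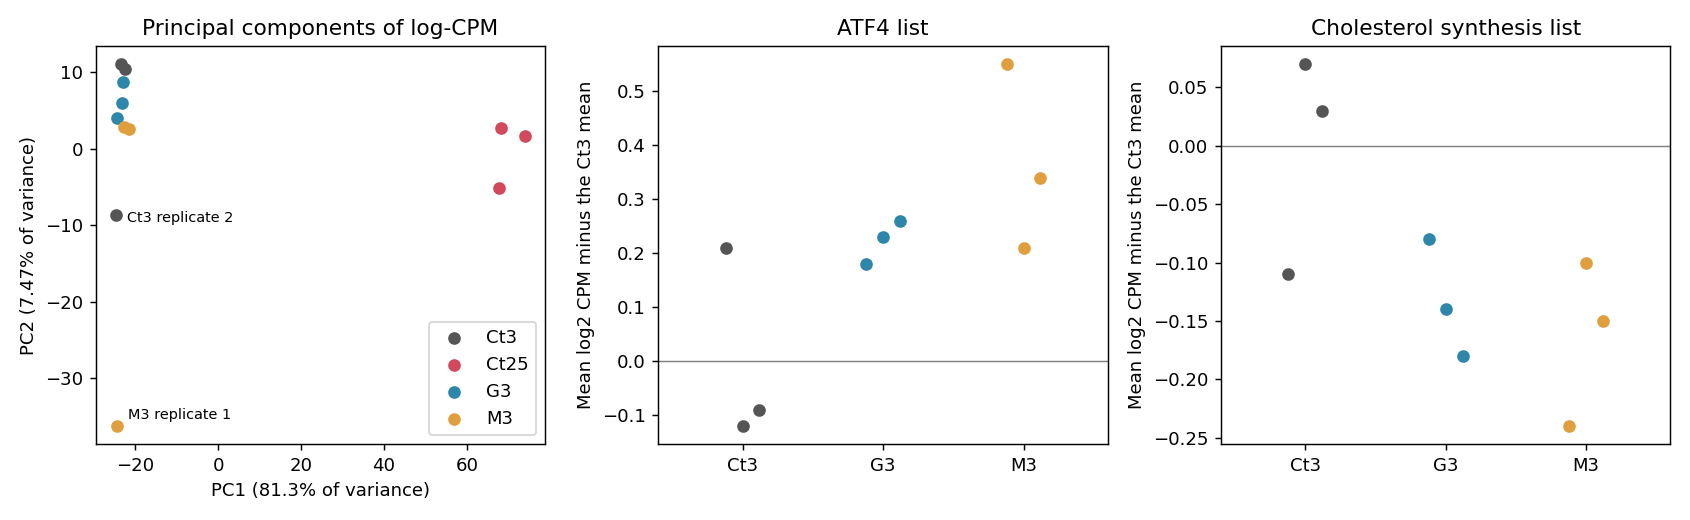
The left panel plots each of the 12 libraries on principal components 1 (81.3% of variance) and 2 (7.47%) of log2 CPM, coloured by condition. The other panels plot, for each Ct3, G3 and M3 library, the mean log2 level of the ATF4 list and of the cholesterol synthesis list minus the Ct3 mean, where 5 of 6 treated libraries lie above all Ct3 libraries for ATF4 and 4 of 6 below all Ct3 libraries for cholesterol synthesis.

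High glucose was compared with low glucose to show the response of the cells to a stimulatory concentration. Of 12236 genes, 8089 were called, 3855 higher and 4234 lower at 25 mM, and 859 rose and 1194 fell by at least 2-fold. Txnip, a glucose-induced inhibitor of thioredoxin, rose from 6.50 ± 2.46 to 3201 ± 223 (log2 fold change 8.94, SE 0.20, adjusted p = 1.29e-12). Prok2, a secreted prokineticin, rose from 7 counts in all Ct3 libraries to 8083 in Ct25, a ratio of 1151 with a counting interval of 558 to 2864. Ppp1r3c, a subunit that targets protein phosphatase 1 to glycogen, rose from 0.737 ± 0.0539 to 100 ± 19.7 (log2 7.07, SE 0.22, adjusted p = 1.18e-11). At the other end, Sting1, the adaptor of cytosolic DNA sensing, fell from 15.5 ± 0.670 to 0.307 ± 0.207 (log2 −5.64, SE 0.27, adjusted p = 6.53e-10, 12 counts in Ct25, ratio 0.0184 with a counting interval of 0.00946 to 0.0324), and the cell adhesion gene Cntn3 fell from 166 ± 14.4 to 5.72 ± 0.682 (log2 −4.86, SE 0.10, adjusted p = 5.34e-13).

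The further genes named for the highest log2 fold changes were Col5a3 (6.48), Cd40 (6.48), Snx31, Trim80 and Sspo. Col5a3, a collagen, and Cd40, a costimulatory receptor, had 20 and 5 counts in all Ct3 libraries (ratios 86.0, counting interval 55.5 to 141, and 90.1, 38.3 to 279). The last 3 had 1, 3 and 1 counts in all Ct3 libraries together, so their ratios of 357 (63.7 to 14137), 266 (90.8 to 1294) and 307 (54.7 to 12168) carry wide counting intervals. These intervals cover counting error only, since counts from amplified libraries are not independent molecules. The further genes with the lowest log2 fold changes were Fam20a (−5.08), Baiap3 (−4.67), Lyzl1 (−4.48), Blnk (−4.01), Uap1l1 (−3.98) and Dleu7 (−3.94). At 19, 17 and 24 counts in Ct25, the ratios of Fam20a, Lyzl1 and Blnk were 0.0273 (0.0163 to 0.0430), 0.0411 (0.0237 to 0.0667) and 0.0577 (0.0365 to 0.0870).

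The glucagon and glucagon-like peptide 1 (GLP-1) genes that the study followed in these cells moved in different directions at 25 mM. Gcg (Ensembl ENSRNOG00000005498, chromosome 3, 47113914 to 47122929), which encodes preproglucagon, rose from 20.5 ± 2.70 to 99.2 ± 10.3 (log2 2.28, SE 0.12, adjusted p = 1.69e-09). The glucagon receptor gene Gcgr (ENSRNOG00000036692, chromosome 10, 105808473 to 105816640) rose from 57.6 ± 6.21 to 125 ± 5.42 (log2 1.12, SE 0.10, adjusted p = 3.21e-07). The GLP-1 receptor gene Glp1r (ENSRNOG00000001152, chromosome 20, 8972004 to 9010241) fell from 179 ± 9.14 to 67.8 ± 1.78 (log2 −1.40, SE 0.06, adjusted p = 1.38e-10). The adenylyl cyclase gene Adcy3 (ENSRNOG00000003999, chromosome 6, 27124828 to 27203686) had only 20 to 41 counts per library and was not called, at 2.25 ± 0.768 in Ct3 and 1.96 ± 0.249 in Ct25 (log2 −0.19, 95% confidence interval −0.71 to 0.33, adjusted p = 0.510). For Adcy3 at 25 mM the authors' deposited edgeR comparison gives an unadjusted p of 0.452 and an adjusted p of 0.517. The paper's figure legend for Adcy3, from a different test, lists first a value under 0.05, apparently for stimulating glucose. That test was not repeated here, and the reason for this difference was not tested. Positions are those of the authors' deposited table, which does not name the genome build they refer to. Alkbh5 (ENSRNOG00000028341, chromosome 10, 45343395 to 45366331), a demethylase of N6-methyladenosine in RNA named in the series title, fell from 123 ± 2.31 to 105 ± 4.07 (log2 −0.24, SE 0.06, adjusted p = 0.00236). The series title already gives a direction for Alkbh5, so its call is not independent evidence. As a list the 4 study genes were not called (2 higher, 1 lower, with the same numbers adjusted over the list alone, adjusted p = 0.643).

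**Figure D2:**
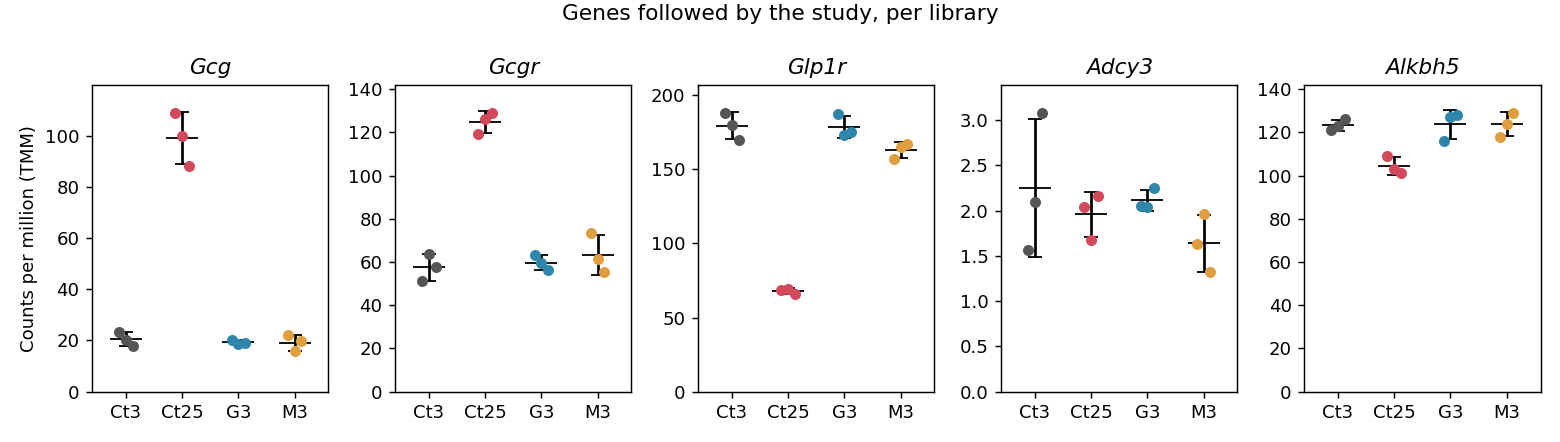
CPM, scaled by the trimmed mean of M-values (TMM), of Gcg, Gcgr, Glp1r, Adcy3 and Alkbh5 in each of the 12 libraries (points), with the mean (wide bar) and SD (capped line) of the 3 libraries per condition. The 3 Ct25 libraries stand above the others for Gcg and Gcgr and below them for Glp1r and Alkbh5, while Adcy3 overlaps between conditions.

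Of 26 gene lists tested with camera, 11 were called in high against low glucose, 7 of them upward, and none of the 11 calls held with an estimated correlation (adjusted p 0.367 to 0.608). Among immediate early genes, rapidly induced regulators, 14 of 16 rose and none fell (median log2 1.36, adjusted p = 2.37e-05, and 0.419 with an estimated correlation). Sik1 rose from 6.15 ± 0.725 to 79.0 ± 5.01 and Nr4a1 from 3.08 ± 0.909 to 49.6 ± 7.47. In the ATF4 and integrated stress response list 20 of 24 genes rose and 2 fell (median 1.00, adjusted p = 2.37e-05, and 0.547 with an estimated correlation), among them, with the smallest p-values, the amino acid transporters Slc7a5 (log2 1.28) and Slc7a11 (2.89), while Gdf15 (−1.30) and Vldlr (−0.31) fell. Of the cell cycle genes 27 of 32 rose and 1 fell (median 0.89, adjusted p = 4.35e-08, and 0.498 with an estimated correlation). The mitotic kinase Aurka rose from 67.9 ± 12.9 to 231 ± 24.1, the replication clamp Pcna from 172 ± 6.98 to 292 ± 8.03, and Ccnd3 fell from 33.1 ± 1.01 to 24.1 ± 3.09. In the p53 and DNA damage list 13 of 21 rose and 4 fell (median 0.95, adjusted p = 0.00754, and 0.498 with an estimated correlation), with Gadd45a higher (log2 2.34) and Tigar lower (−1.45).

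The other 3 lists called upward hold genes of glucose use. ChREBP targets and lipogenesis genes had 15 of 21 members higher and 3 lower (median 0.82, adjusted p = 8.21e-06, and 0.367 with an estimated correlation), with Rgs16 at 431 ± 5.34 against 49.5 ± 1.78 and lower Srebf1 (log2 −0.17) and Acacb (20 counts in Ct25 and 44 in Ct3, ratio 0.453, 0.253 to 0.785). In glycolysis 12 of 19 rose and 5 fell (median 0.85, adjusted p = 0.00576, and 0.519 with an estimated correlation). Liver-type pyruvate kinase Pklr rose from 203 ± 15.7 to 1331 ± 40.2 and Pkm from 310 ± 7.85 to 1075 ± 39.1, while Pfkfb2 fell from 234 ± 20.3 to 109 ± 2.18. The tricarboxylic acid (TCA) cycle and respiratory chain list had 19 of 35 genes higher and 2 lower (median 0.20, adjusted p = 0.00209, and 0.547 with an estimated correlation). The pyruvate dehydrogenase subunit Pdhb rose from 104 ± 9.97 to 487 ± 32.2, and the 2 that fell were Idh2 (log2 −0.77) and pyruvate carboxylase, Pc (−0.55).

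The 4 lists called downward were β-cell identity, secretory granule, ER chaperone and autophagy and lysosome genes. In the β-cell identity list 18 of 24 genes fell and 2 rose (median log2 −0.73, adjusted p = 1.24e-04, and 0.498 with an estimated correlation). The zinc transporter of insulin granules, Slc30a8, fell from 1514 ± 24.1 to 617 ± 22.2, while the glucose transporter Slc2a2 rose from 683 ± 41.0 to 1227 ± 29.6 and Foxa2 from 184 ± 7.91 to 239 ± 6.29. Outside the rule for named genes, and chosen after their values were seen, Ins2 fell from 3019 ± 508 to 626 ± 103, Ins1 from 3504 ± 444 to 2243 ± 315 and the β-cell transcription factor Pdx1 from 501 to 211 (adjusted p = 5.40e-09), while Mafa was not called (593 ± 29.3 and 658 ± 28.2, adjusted p = 0.0571). Ins1 and Ins2 are near-identical copies, so the division of reads between them is uncertain. Of the secretory granule and exocytosis genes 19 of 31 fell and 7 rose (median −0.37, adjusted p = 0.0234, and 0.498 with an estimated correlation). The prohormone convertase Pcsk2 fell from 2126 ± 25.4 to 762 ± 39.3 and the granin Scg2 from 1131 ± 60.6 to 268 ± 4.90, whereas Syt11 and Snap25 rose (log2 0.93 and 0.84). In the endoplasmic reticulum (ER) chaperone and unfolded protein response list 17 of 24 fell and 5 rose (median −0.36, adjusted p = 0.0395, and 0.608 with an estimated correlation), with Ero1b (log2 −1.70) and Pdia6 (−1.03) lower and the stress regulators Ern1 (0.73) and Xbp1 (0.53) higher. Of the autophagy and lysosome genes 18 of 25 fell and 4 rose (median −0.63, adjusted p = 8.98e-04, and 0.580 with an estimated correlation), with the lysosomal membrane proteins Lamp1 (−1.30) and Lamp2 (−1.21) lower and Ulk1 (0.47) and Becn1 (0.41) higher.

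The other 15 lists were not called at 25 mM over all libraries. Without the 2 long-transcript-poor libraries the channel list (0.0120, downward) and heat shock (0.0453, upward) were called, and with the long-transcript index the channel list (0.0438) and N6-methyladenosine genes (0.0459, upward). With an estimated correlation adjusted p was 0.580, 0.547 and 0.547 for these 3 lists. The glucagon and incretin axis had 3 of 9 genes higher and 5 lower (adjusted p = 0.666), among them Scg5 (log2 1.13) and Pcsk2. In cAMP signalling 9 of 32 rose and 14 fell (adjusted p = 0.643), with Pde4b up from 3.53 ± 1.26 to 76.0 ± 0.875, Crem up from 15.4 ± 1.99 to 152 ± 13.3 and the cyclase Adcy8 down from 72.3 ± 5.45 to 10.7 ± 0.557. Of the calcium and potassium channels 4 of 31 rose and 16 fell (adjusted p = 0.0596), with the T-type channel gene Cacna1g down from 273 ± 14.3 to 85.3 ± 2.42. In the N6-methyladenosine machinery 11 of 19 rose and 3 fell, Mettl16 (log2 0.68) and Ythdf2 (0.55) among the former and Cbll1 (−0.47) and Alkbh5 the latter (adjusted p = 0.0563). Of NRF2 targets 13 of 25 rose and 6 fell (adjusted p = 0.171), with Cbr3 higher (2.21) and heme oxygenase 1, Hmox1, lower (−1.23). Antioxidant enzymes and hydrogen peroxide sources had 13 of 27 higher, Txnip and Msrb2 (1.65) among them, and 5 lower, with the metallothionein Mt1 at 17 counts against 200 (ratio 0.0847, 0.0484 to 0.139, list adjusted p = 0.171). Heat shock genes had 9 of 15 higher and 3 lower (adjusted p = 0.0512), cholesterol synthesis 10 of 22 higher and 5 lower (0.455), hypoxia targets 7 of 19 higher and 6 lower (0.514), and the NF-kB and interferon list 5 of 16 higher and 5 lower (0.848). α-cell markers had 2 of 7 higher, Gcg and Etv1, and 4 lower (0.753). Disallowed or dedifferentiation genes had 4 of 12 higher, Slc16a1 (1.26) and Acot7 (0.92) among them, and 3 lower (0.643). The markers of other cell types had 3 members in the table, with Kdr (ratio 33.0, 20.1 to 58.2) and Cd68 (1.70, 1.00 to 2.95) higher from 16 and 24 counts in Ct3 and Vwf lower (list adjusted p = 0.544). Of 9 reference genes 5 rose and 1 fell (0.231), with Pgk1 at 1.07 and Gusb at −1.07. Adjusted over the list alone, the counts differed only for β-cell identity (3 higher), disallowed genes (3 higher) and antioxidant enzymes (14 higher, 6 lower). Median, mean and test differed in sign for cAMP signalling (median −0.14, mean 0.08, test downward), α-cell markers (−0.33, 0.05, downward) and the NF-kB list (−0.00, 0.14, upward).

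**Figure D3:**
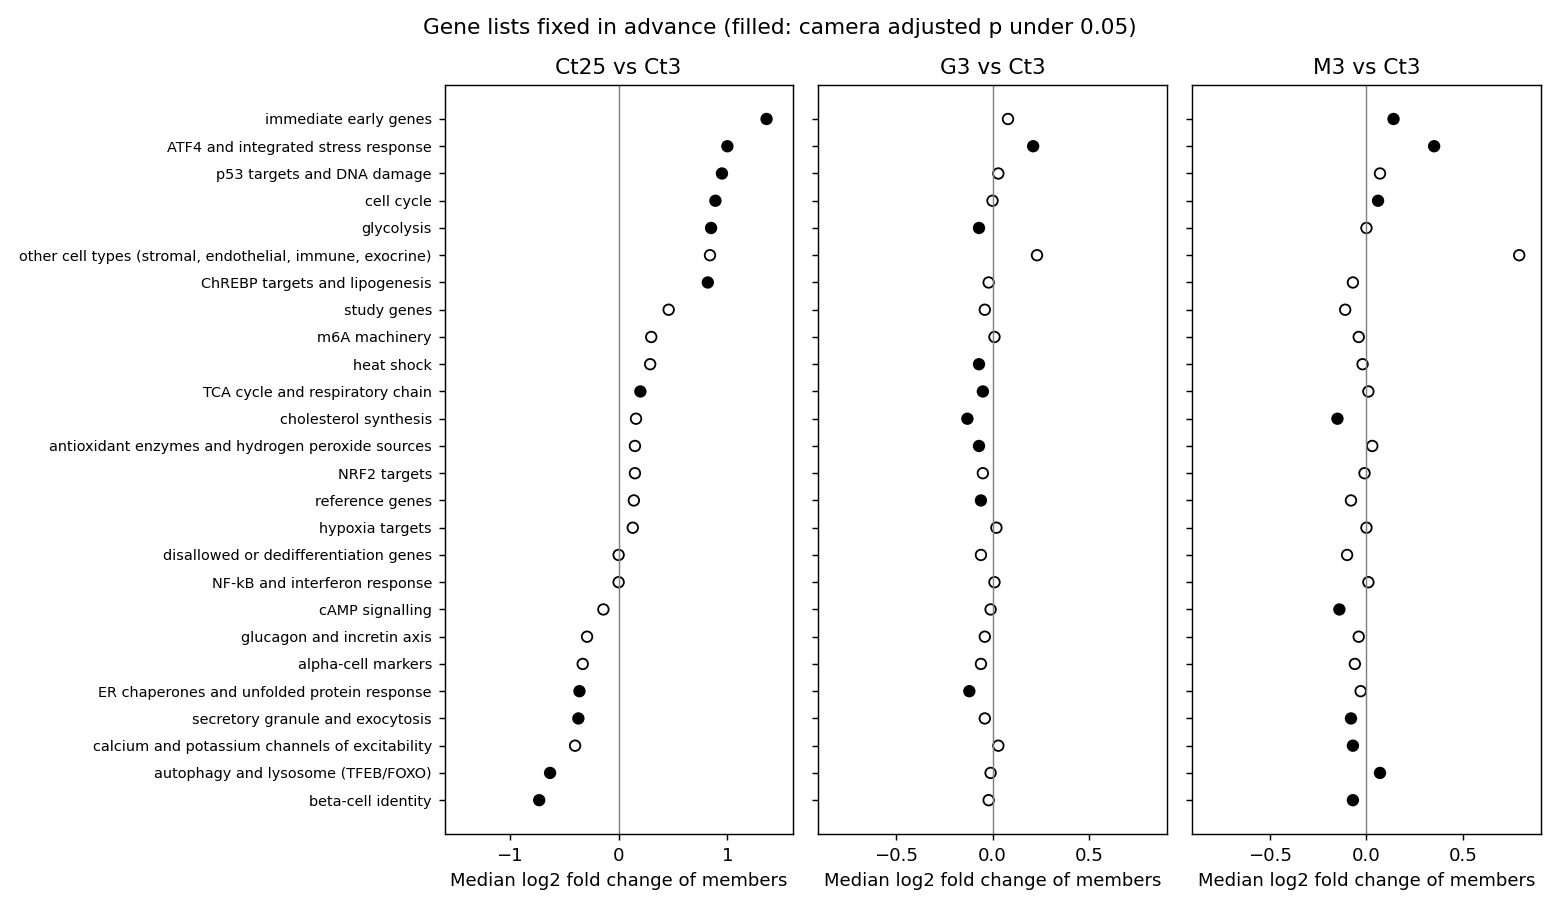
Median log2 fold change of the members of each of 26 gene lists against Ct3 in high glucose (left), glucose oxidase (middle) and menadione (right), with filled points for a camera adjusted p under 0.05. The horizontal axis of the left panel spans a wider range than the others, and 11, 8 and 9 lists are filled.

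Glucose oxidase was compared with low glucose alone to ask whether a mild oxidative load changes the followed genes without stimulatory glucose. None of the study genes was called. Gcg was at 19.3 ± 0.770 (log2 −0.09, 95% confidence interval −0.36 to 0.19), Gcgr at 59.6 ± 3.49 (0.05, −0.17 to 0.27), Glp1r at 178 ± 7.24 (−0.00, −0.12 to 0.11), Adcy3 at 2.12 ± 0.115 (−0.08, −0.58 to 0.42) and Alkbh5 at 123 ± 6.42 (0.00, −0.12 to 0.12), each with adjusted p = 0.999. With edgeR, 0 of 12236 genes were called, while 407 (3.33%) had an unadjusted p under 0.05, and DESeq2, limma-voom and edgeR's likelihood ratio test also called 0. In an edgeR fit of only the 6 libraries compared 752 (6.20%) had an unadjusted p under 0.05. The authors' deposited table likewise lists 0 genes at an adjusted p under 0.05. The 95% confidence interval lay within 1.5-fold either way for 86.8% of genes and within 2-fold for 96.9%. For this comparison simulated changes of 1.5-fold were recovered for 64.0% of 50 genes and of 2-fold for 92.0%.

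Camera called 8 lists with glucose oxidase, although no single member was called over all genes or adjusted over the list alone. With an estimated correlation none of the 8 was called (adjusted p 0.498 to 0.580). All 24 ATF4 and integrated stress response genes had a positive log2 fold change (median 0.21, adjusted p = 5.96e-14, and 0.498 with an estimated correlation), with the serine synthesis enzyme Psat1 at 285 ± 18.9 against 235 ± 30.1. Cholesterol synthesis genes were negative in 21 of 22 cases (median −0.13, adjusted p = 2.03e-08, and 0.498 with an estimated correlation), with Idi1 at 47.9 ± 1.86 against 64.0 ± 9.81. ER chaperones were lower as a list (median −0.12, 19 of 24 negative, adjusted p = 4.77e-06, and 0.498 with an estimated correlation), with Hyou1 at 427 ± 5.96 against 512 ± 60.4. Heat shock (median −0.07, adjusted p = 0.0176), glycolysis (−0.07, 0.0127), the TCA list (−0.05, 0.00184), antioxidant enzymes (−0.07, 0.0158) and reference genes (−0.06, 0.00765) were also called downward. With an estimated correlation adjusted p was 0.519 to 0.580 for these 5. Over all ways of testing it, adjusted p ran from 1.92e-16 to 0.498 for ATF4 and from 9.27e-09 to 0.498 for cholesterol synthesis. When M3 replicate 1 and Ct3 replicate 2 were left out, glycolysis (0.420), the TCA list (0.310), antioxidant enzymes (0.563) and reference genes (0.262) were not called. NRF2 targets, genes induced by oxidative and electrophilic stress, were not called (median −0.05, 18 of 25 negative, adjusted p = 0.171). Of the remaining 17 lists, that of secretory granules had the smallest adjusted p (0.0540), and it was called downward without both libraries (0.0336) and with the long-transcript index (0.0378).

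Menadione was compared with low glucose for the same question. Gcg was at 19.2 ± 3.14 (log2 −0.09, 95% confidence interval −0.37 to 0.18, adjusted p = 0.773), Gcgr at 63.4 ± 9.30 (0.14, −0.08 to 0.35, 0.595) and Alkbh5 at 124 ± 5.57 (0.01, −0.12 to 0.13, 0.974). Glp1r, at 163 ± 5.54, had a log2 fold change of −0.14 (−0.25 to −0.02) that did not pass the adjustment (unadjusted p = 0.0283, adjusted p = 0.416). Adcy3, at 1.64 ± 0.320, was not called (−0.45, −0.98 to 0.08, adjusted p = 0.499). For Adcy3 the authors' deposited edgeR comparison gives an unadjusted p of 0.0773 and an adjusted p of 0.527. The paper, using a different test, reports that menadione suppressed Adcy3 in INS-1 cells and that the effect of glucose oxidase was not significant. Its supplement describes RNA sequencing of the treated cells, while its methods also list quantitative RT-PCR of INS-1 RNA. Which assay gave the reported Adcy3 values is therefore uncertain. The paper's test was not repeated here, and the reason for the difference was not tested. With edgeR's quasi-likelihood test 0 of 12236 genes were called and limma-voom called 0, with 1335 genes (10.9%) at an unadjusted p under 0.05. In edgeR fits of only the 6 libraries compared the share was 5.45% (660 genes) for menadione and 6.20% (752) for glucose oxidase. The higher share with menadione thus did not hold in that setting. DESeq2 called 31 genes and edgeR's likelihood ratio test 25, and the authors' deposited table lists 22, 10 higher and 12 lower. The interval lay within 1.5-fold for 82.4% of genes, and in simulation 70.0% of 50 genes changed by 1.5-fold were recovered for this comparison. The simulated libraries had no deviation shared across genes, unlike M3 replicate 1 and Ct3 replicate 2, so recovery in the real data may be lower.

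The genes nearest to a call included members of the ATF4 list. Ddit3, which encodes the stress factor CHOP, was at 149 ± 29.0 against 102 ± 8.62 (log2 0.55, SE 0.12, adjusted p = 0.273), and the DESeq2 and likelihood ratio calls also held Trib3 (0.63), Atf3 (0.66) and Cebpb (0.51), chosen here after their values were seen. All 24 members of the ATF4 list were positive (median 0.35, adjusted p = 3.33e-16), 0 of 24 were called over all genes and 19 of 24 were higher adjusted over the list alone. Its adjusted p was 0.498 with an estimated correlation, and ran from 1.85e-18 to 0.498 over all ways of testing it. The mean log2 level of the list, relative to the Ct3 mean, was 0.55, 0.21 and 0.34 in the M3 libraries, 0.18, 0.23 and 0.26 in the G3 libraries and 0.21, −0.12 and −0.09 in the Ct3 libraries themselves. Myc was at 70.1 ± 11.1 against 48.5 ± 5.08 (log2 0.53, SE 0.12, adjusted p = 0.273) in an immediate early gene list that was called upward (median 0.14, 11 of 16 positive, 3 higher adjusted over the list alone, adjusted p = 0.0127, and 0.498 with an estimated correlation).

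Cholesterol synthesis genes were called downward (median log2 −0.15, 18 of 22 negative, adjusted p = 4.77e-06), with 7 of 22 lower adjusted over the list alone, and adjusted p was 0.514 with an estimated correlation. Idi1 was at 43.8 ± 6.68 against 64.0 ± 9.81 (log2 −0.54, SE 0.13, adjusted p = 0.309). β-cell identity was called downward by a small amount (median −0.07, 20 of 24 negative, 2 lower adjusted over the list alone, adjusted p = 0.00483, and 0.524 with an estimated correlation), with Sytl4 at 939 ± 128 against 1169 ± 48.7. The secretory granule list was called downward (median −0.08, adjusted p = 0.00754, and 0.498 with an estimated correlation), with Snap25 at 90.1 ± 3.63 against 105 ± 1.45. The cell cycle list was called upward (median 0.06, 25 of 32 positive, adjusted p = 0.0489, and 0.729 with an estimated correlation). Lists of cAMP signalling (median −0.14, adjusted p = 0.00790), calcium and potassium channels (−0.07, 0.0158) and autophagy and lysosome (0.07, 0.0127) were also called, with 0.519, 0.547 and 0.697 with an estimated correlation. For these 3 lists M3 replicate 1 stood apart, with mean log2 levels of −0.29, −0.30 and 0.23 against −0.05 and −0.03, −0.03 and −0.03, and −0.04 and 0.02 in the other M3 libraries. None of the 3 was called with the long-transcript index as a covariate (0.129, 0.676 and 0.734). Without M3 replicate 1 and Ct3 replicate 2, cAMP signalling (0.0193) and channels (0.0199) stayed called downward, while autophagy was not called (0.732). NRF2 targets were not called (median −0.01, 12 of 25 positive, adjusted p = 0.830), with Slc7a11 at 18.3 ± 3.29 against 13.8 ± 4.71. Of the remaining 16 lists, that of α-cell markers had the smallest adjusted p (0.0969), with 7 of 7 members negative.

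The count of genes called for menadione also moved with M3 replicate 1 and Ct3 replicate 2, the libraries poor in long transcripts. Without both libraries 87 genes were called, 48 higher and 39 lower, and with the long-transcript index as a covariate 48, alternatives chosen after seeing the data. Without M3 replicate 1 alone the 1 gene called was Nnat, which encodes neuronatin, a small ER protein of β-cells and neurons (log2 −0.37, adjusted p = 0.00958), chosen here after its value was seen. Enpp2, which encodes autotaxin, Gabbr2, a GABA-B receptor subunit, and Slc16a12, a monocarboxylate transporter family member, were each called lower in 5 settings. This was the highest number of any gene among the 6 settings that called any gene. Of the 5, all but DESeq2 were chosen after seeing the data, and all use these same libraries. The other settings, the main fit among them, called no gene. Over all libraries the log2 fold changes of Enpp2, Gabbr2 and Slc16a12 were −0.32, −0.31 and −0.47. Cell cycle list members Mcm5 (log2 0.27), Foxm1 (0.33), Aurkb (0.35) and E2f8 (0.31) were called higher without both libraries, where the adjusted p of the list was 1.44e-14. The same removal called the cell cycle list upward with glucose oxidase too (4.50e-05, from 0.666), and of the Ct3 libraries the replicate removed had the highest mean log2 level of the list (0.11 against −0.12 and 0.01), as the M3 replicate removed had the lowest of its group (−0.11 against 0.19 and 0.06). With an estimated correlation over all libraries the adjusted p of the list was 0.729 for menadione and 0.928 for glucose oxidase.

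Menadione and glucose oxidase were compared directly. With edgeR 0 of 12236 genes were called between M3 and G3, 995 (8.13%) had an unadjusted p under 0.05, and DESeq2 and limma-voom also called 0. In an edgeR fit of only the 6 libraries compared 627 (5.17%) had an unadjusted p under 0.05. Log2 differences were −0.01 for Gcg, 0.09 for Gcgr, −0.13 for Glp1r (95% confidence interval −0.25 to −0.01, adjusted p = 0.567), −0.37 for Adcy3 (−0.89 to 0.16) and 0.00 for Alkbh5. The ATF4 list was higher with menadione (median 0.13, 20 of 24 positive, camera adjusted p = 0.00249 over 26 lists), and adjusted p was 0.593 with an estimated correlation. Cyclic AMP signalling (median −0.13, 0.00249), calcium and potassium channels (−0.13, 0.00249) and β-cell identity (−0.05, 0.0163) were lower and autophagy and lysosome higher (0.08, 0.0163), each with adjusted p = 0.593 with an estimated correlation. M3 replicate 1 carried part of these differences, with the mean levels given above for cAMP signalling, channels and autophagy. Without M3 replicate 1 and Ct3 replicate 2 the ATF4 (0.0877) and autophagy (0.854, turned downward) lists were not called. With the long-transcript index, autophagy (0.754, turned downward), cAMP signalling (0.0659) and channels (0.237) were not called, while β-cell identity was called in both settings. The cell cycle list, not called over all libraries (0.129), was called upward in M3 against G3 without both libraries (6.00e-13) and with the index (2.60e-05), and its adjusted p was 0.652 with an estimated correlation over all libraries. Called downward in these 2 settings only were α-cell markers (0.0322 and 0.0150) and secretory granules (0.0322 and 0.0356). With the index alone the study genes (0.0367) and the glucagon and incretin axis (0.0367) were called downward and ER chaperones upward (0.0367). Over all libraries with an estimated correlation adjusted p was 0.593 for these lists, except 0.652 for the glucagon and incretin axis.

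The 3 comparisons share the Ct3 libraries, which alone gives correlated fold changes. Log2 fold changes of G3 and M3 correlated across genes at r = 0.41 (same sign for 59.6%), against 0.51 and 66.9% in 100 simulations of unchanged groups on those controls, and their covariance of 0.0107 lay by the simulated 0.0112. High glucose and menadione correlated at r = 0.12 with a covariance of 0.0196 against a simulated 0.0111, and high glucose and glucose oxidase at r = 0.08 with 0.00982 against 0.0111. The simulated groups were unchanged, whereas Ct25 had many called genes, and only the mean of the simulated covariance was taken. Whether the covariances with high glucose differ from the simulated ones therefore cannot be judged. No gene was called in more than 1 comparison, since only high glucose had calls. With 3 control libraries the controls cannot be split into parts of at least 2, so part of any excess may come from the shared controls.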

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

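The likelihood ratio test, sample weights, long-transcript index and the removal of both long-transcript-poor libraries were chosen after seeing the results, and the other settings were planned. The count for Ct25 against Ct3 (8089) ran from 7308 with a mean of at least 50 counts to 9173 with the index, 7447 to 7715 with each replicate left out, and 6735 at an FDR under 0.01. It was 2053 with an absolute log2 fold change of at least 1, by construction of that threshold. Library totals moved the share of higher calls from 47.7% to 40.0%. The G3 count was 0 in every setting run, also with each replicate left out (0 to 0), and that for M3 against G3 likewise (0 to 0). For M3 against Ct3 the count of 0 became 31 with DESeq2, 25 with the likelihood ratio test, 11 with sample weights, 48 with the index and 87 without both libraries. It ran from 0 to 1 with each replicate left out (1 without M3 replicate 1). The cause was not tested. Removing the count filter moved nothing, since the filter had removed no gene. A pseudocount and a filter for normalized values were not run because the values are counts.

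With the replicate number as a block 8018 genes were called in Ct25 and 0 in each of the other comparisons, and 11, 8 and 9 lists, as without the block. Correlations of deviations gave no clear sign that the numbers pair the samples. They cannot exclude pairing, since M3 replicate 1 and Ct3 replicate 2 shared a deviation across different numbers (r = 0.49). Of 18 correlations between same-numbered libraries 5 were over 0.1 (−0.33 to 0.26), and 2 of 12 libraries correlated best with their own number.

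Of the 26 lists, camera called 11, 8 and 9 in Ct25, G3 and M3, and 0, 0 and 0 with an estimated correlation. Fry called 22, 0 and 2 of the 26 (the 2 being α-cell markers and secretory granule, lower) and mixed fry 26, 0 and 7. Lists called by fry need not be among those called by camera, which did not call α-cell markers in M3. Fry does not compare a list with other genes, and the cause of the other differences was not tested. With the index 13 lists were called in M3, 10 of them downward. Gained, all downward, were TCA (9.72e-04), glycolysis (0.00807), reference genes (0.00913), α-cell markers (0.0240), ER chaperones (0.0338), the glucagon and incretin axis (0.0438) and the antioxidant list, which turned downward (0.0438). Without both long-transcript-poor libraries 9 lists were called in M3, with ER chaperones gained downward (0.0109) and autophagy and lysosome lost (0.732).

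Among named genes only those not called changed sign in any setting. With each replicate left out in turn, log2 fold changes ran as follows. Adcy3 ran from −0.39 to 0.09 in Ct25 and −0.28 to 0.20 in G3. Gcg ran from −0.18 to 0.01 in G3, −0.20 to 0.03 in M3 and −0.11 to 0.12 in M3 against G3. Gcgr ran from −0.03 to 0.14 in G3 and −0.03 to 0.18 in M3 against G3, Glp1r from −0.04 to 0.03 in G3, and Alkbh5 from −0.02 to 0.04 in G3, −0.03 to 0.04 in M3 and −0.04 to 0.04 in M3 against G3. Gcgr in M3 against G3 was −0.03 without both libraries, −0.02 with sample weights and −0.04 with the index, and Glp1r in G3 was 0.01 without both libraries. Calls of Acacb, Cd68, Hspa8, Srebf1 and Vldlr in Ct25 were lost in 15 cases over all settings, and Ddit3, Idi1, Myc and Sytl4 gained a call in M3 in 8 cases. At 20 to 41 counts per library, only large changes of Adcy3 could be called.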

Other observations

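The gene families and the tests of the libraries and of the ATF4 and cholesterol lists were chosen after the results were seen, and those of the glucose direction of menadione and of other splits were set beforehand. Families of genes that share a symbol stem (120 with at least 10 members) gave further groups called with high glucose, none of which held with an estimated correlation. All 12 Psmd genes, regulatory subunits of the proteasome, rose (median log2 0.56, camera adjusted p = 2.57e-04, and 0.833 with an estimated correlation). Of the Nup genes of the nuclear pore 16 of 20 rose and none fell (0.62, adjusted p = 2.57e-04, and 0.646 with an estimated correlation), and of the Eif translation initiation genes 28 of 49 rose and 3 fell (0.32, 9.83e-04, and 0.923 with an estimated correlation). Ribosomal protein genes were higher, with 22 of 35 Rpl genes (0.28, 0.0180, and 0.923 with an estimated correlation) and 19 of 35 Rps genes, with 2 lower (0.32, 0.0395, and 0.923 with an estimated correlation), and many such genes have processed copies that can share reads. Of the Ift family, named for intraflagellar transport, 11 of 14 genes fell (−0.62, adjusted p = 0.0179, and 0.646 with an estimated correlation) and of the Cfap family 10 of 15 fell and 1 rose (−0.72, 0.0433, and 0.827 with an estimated correlation). The Cfap call did not hold without M3 replicate 1 and Ct3 replicate 2 (0.0543) or with the long-transcript index (0.0602). With glucose oxidase no member was called, and 3 families were, Dnajc (median −0.06, adjusted p = 0.0137) and Psmd (−0.05, 0.0324) downward and Usp (0.04, 0.0169) upward, with 0.646, 0.923 and 0.923 with an estimated correlation. Psmd (0.693) and Usp (0.671) were not called without the 2 libraries. That removal called Pcdhb downward (0.0226) and Mcm upward (0.0386) with glucose oxidase, which were not called over all libraries (0.239 and 0.257) or with the index (0.141 and 0.372). With menadione 8 families were called and no member of them. Upward were Rpl (median 0.12, adjusted p = 0.00191), Mrpl (0.09, 0.00370), Mettl (0.11, 0.0269), Tmem (0.06, 0.0384), Mrps (0.11, 0.0395) and Rps (0.12, 0.0395), and downward the clustered protocadherins Pcdhb (−0.29, 0.00370) and the cadherins Cdh (−0.32, 0.0324). None held with an estimated correlation (adjusted p 0.833 to 0.923) or with the long-transcript index as a covariate (0.127 to 0.969), and only Pcdhb held without M3 replicate 1 and Ct3 replicate 2 (0.0339). Not called over all libraries, Nup (0.00272 and 0.00448) and Mcm (1.12e-04 and 0.0271) were called upward without the 2 libraries and with the index, and Usp and Cep with the index alone (0.0234 each), with 0.923 to 0.991 with an estimated correlation over all libraries. Rpl and Rps turned downward, uncalled, in both settings and Mrps with the index.

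M3 replicate 1 and Ct3 replicate 2 stood apart from the other libraries of their groups, with sample weights of 0.13 and 0.39. Lower depth is argued against for Ct3 replicate 2, which had rank 1, the highest total, in its group. M3 replicate 1 had the lowest total in its group (13331931 against 14417909 and 14814057), but the 2 libraries with lower totals, Ct3 replicate 3 and Ct25 replicate 1, had sample weights of 1.39 and 1.14, so depth is argued against there too. A stronger response to menadione in replicate 1 is argued against as the whole cause, since the untreated Ct3 replicate 2 shared its deviation across genes (r = 0.49). For part of the deviation it stays open, since M3 replicate 1 had the highest ATF4 score (0.55) and the lowest cholesterol score (−0.24) of its group and Ct3 replicate 2 did not (−0.12 and 0.07). A loss of long transcripts may account for both, as deviations fell with gene span in each (Spearman rho −0.43 in the weaker of the 2), with span standing in for transcript length. What caused such a loss was not tested.

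The ATF4 list was called upward and the cholesterol list downward with both pro-oxidants at the preset correlation. With an estimated correlation none of these calls held, at adjusted p = 0.498 for ATF4 in both treatments and 0.498 and 0.514 for cholesterol. An NRF2 response at 24 h as the source is argued against for the list as a set. Of its 25 members 7 were positive with glucose oxidase and 12 with menadione (medians −0.05 and −0.01). The rule for dropping it, every member below the ATF4 median in both treatments, was not met, and Slc7a11 belongs to both lists. It stays open for single members and for earlier times, which were not analysed here. Chance values of the 3 shared Ct3 libraries also stay open. The ATF4 median was never below 0.16 with 1 Ct3 library left out, but only 5 of 6 treated libraries lay above all Ct3 libraries, whose own range was 0.33. A difference in preparation cannot be told apart from treatment, because 0 libraries of G3 and M3 carry numbers within the range of the Ct3 and Ct25 libraries.

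Of the 22 genes called for menadione in the authors' deposited table, 22 were called by high glucose here and 20 in the same direction, and 22 had the same sign with glucose oxidase. But 8089 of 12236 genes were called by high glucose, and these comparisons share the Ct3 libraries. A hypothesis that menadione moves glucose-responsive genes toward the high glucose state was therefore tested on differences that share no library. The measure was the slope of M3 minus G3 on Ct25 minus Ct3 over 2053 genes. The slope was 0.0107, and as low as 0.00408 with 1 library left out (M3 replicate 3), under the 0.02 set for an effect. As many as 4 of 10 splits of the M3 and G3 libraries gave a slope as large (highest other 0.0148), so the hypothesis stays undecided. Loss of long transcripts in M3 replicate 1 is argued against as the source, since the slope was 0.0159 without it.

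Splits of the 6 libraries of a comparison into other groups of 3 number 10, the real one included, too few for a share under 0.05. The real split called 8349 genes for Ct25 against Ct3 and the highest other split 0, which makes 1 split as large. For G3 against Ct3, M3 against Ct3 and M3 against G3 the real split and the highest other both called 0, so 10 of 10 were as large.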
